A study of Homo sapiens with 21 samples.

How the data were processed

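Bulk RNA-seq was available for 21 libraries from cultures of H9, an established human embryonic stem cell line. The cells were taken through a published protocol that directs such cells towards nephron progenitor cells, the precursors of the kidney's filtering units. Per the labels' protocols, RNA was isolated with a column kit, treated to remove DNA, made into libraries with a stranded mRNA kit and sequenced as single-end reads of 50 bases. The cultures were collected on day 0 and day 1, then on days 3 and 4, on days 6 and 7, and last on day 9, with 3 libraries each. Day and replicate number were taken from the sample titles, and each column of the tables was matched to a sample by the column header given in that sample's description. No column of per-sample values was left without a sample.

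The authors deposited 2 tables, and per the file headers both came from DESeq2. The first table holds raw counts per gene, as deposited whole numbers for 60107 Ensembl gene IDs, and the authors' table pairs these with gene names, except for 3324 IDs that have none. The second deposited table holds a normalized signal per gene, which the authors made by dividing each raw count by a size factor for its library. Checked against the raw counts, these size factors equalled DESeq2's median-of-ratios factors over all 21 libraries. The aligner, the counting program, the genome build and the annotation are not stated in the labels or headers, nor is it stated that counting used the strand. Counts of antisense and overlapping genes, such as EVX1 and EVX1-AS, WT1 and WT1-AS or HOXA-AS3, and of genes with close paralogs or pseudogenes, such as POU5F1, NANOG, KRT71 and KRT74, are therefore uncertain to the extent that reads could be split between them.

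Library totals ranged from 28562522 to 34400597 counts. The smallest level regarded as detectable was 3 counts, which is 0.0872 to 0.105 CPM (counts divided by the library total on a parts-per-total scale, as edgeR defines it) depending on the library. Reads carried no molecular identifiers, so this floor covers counting error only. Of the 60107 genes, 18931 had no count in any library. Genes with too few counts were removed with edgeR's filterByExpr by day (minimum count 10, minimum total 15), which left 20146 genes. Levels are given as CPM of the library total scaled by TMM factors, with SD over the 3 libraries of a day.

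The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), two-sided, with day as a factor, all 21 libraries in the same fit, TMM factors and no replicate block. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was at least 1 in size. Each day was compared with the day sampled before it, and day 9 with day 0. The test across days asked whether any day differed, with at least 1 log2 unit between the highest and lowest fitted day. A gene's highest day is the day of its largest level, and was not required to differ from the days next to it. A gene was termed transient when it was called across days, was highest on day 1, 3, 4, 6 or 7, and was there at least 1 log2 unit above day 0 and above day 9, each with an adjusted p under 0.05. Standard errors were derived from the fitted coefficient and its F statistic, and none is given where a day had no count at all. For a large change from or to a day with few counts, such an SE can be smaller than counting error alone. It then does not measure how precisely the fold change is known. For HOX genes, Spearman's rho between paralog number and onset day was tested with a two-sided permutation test of 100000 resamples. Onset was the first day with at least 2 libraries at 1 CPM or more.

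The grouping, the tests, a list of 35 marker genes, the rule for naming genes and most alternatives were fixed before the data were examined. By that rule the text may name the listed markers, the HOX genes and, for each comparison, the 2 genes with the largest rise and the 2 with the largest fall among called genes. These had to move the same way in all 3 same-numbered pairs, without overlap between the days, and to reach a mean of 10 CPM on the higher day. For each intermediate day the 2 transient genes with the largest excess over days 0 and 9, again at 10 CPM or more, could also be named. Other genes are said to be chosen after their values were seen. Results for a listed marker are not reported here, although the counts over the list include it.

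Libraries share replicate numbers across days, and the pairing used in the replicate block comes from these numbers in the titles, which do not say what a number stands for. Alternatives fixed in advance were DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, DESeq2 1.42.0, the replicate block, thinning to the smallest library, limma on log2 of the authors' normalized signal plus 1, the 2 days compared alone, adjusted p alone, a test against a log2 fold change of 1 (glmTreat), at least 2 log2 units for the results across days, and leaving out each library in turn. For the HOX genes the onset rule was varied. Scaling by library size alone, a correction for GC content and gene length (alone and with the replicate block), and DESeq2 with no Cook's distance cut-off were chosen after seeing the data.

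Gene positions, exon lengths and GC content were taken from GENCODE release 29 (GRCh38), matched by Ensembl ID, since the authors' build is not stated. Of the 60107 IDs, 56531 matched, and of the 20146 tested genes 19887 (98.7%) did. The edgeR, edgeR with block, DESeq2 and limma steps were tested on simulated counts for 17447 genes. Each recovered 100% of 100 genes changed on day 9 and 100% of 100 genes raised on day 4, with 1, 1, 0 and 2 false calls on day 9. With no fold cut-off, 9, 10, 7 and 11 unchanged genes had an adjusted p under 0.05 on day 9 in these fits. The simulation gave all genes the same dispersion and changed only well-expressed genes, by amounts above the fold cut-off. It had no trend in GC content, no deviant library and no change over a large share of the genes. It therefore checks the steps in an easy case and does not give their error rates in the real data.

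To look for material of other days in a library, genes were taken that were at most 0.3 CPM in the other 2 libraries of its day and at least 10 CPM on the other day. The measure was the median over these genes of the level above those 2 libraries, in percent of the level on the other day. Only days not adjacent in the sampling were read across all libraries, with at least 10 genes. Tested on day 3 libraries into which 0, 1, 2 or 5% of day 9 counts had been mixed, it gave 0.0204, 1.07, 1.95 and 5.36% for replicate 1, with values up to 5.42% for the other 2, over 44 to 47 genes. A variant with only 1 other library was tested on day 4 replicates 1 and 2, leaving out replicate 3, and gave 0.0316, 1.19, 2.11 and 5.31% for replicate 1, over 55 genes, and 0.0462, 1.22, 2.15 and 5.50% for replicate 2, over 57 genes. Since this measure subtracts libraries of the same day, it cannot see material that all 3 share. An upper bound without that subtraction was therefore taken from the 10 genes of at least 100 CPM on another day that were lowest in a library, as their pooled level in percent of the other day. A fit of the days over all genes did not recover known mixtures and was not used, and a stricter gene choice left too few genes. Figures and these checks used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.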

Results

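Gene expression was followed in H9 human embryonic stem cells over a directed differentiation towards nephron progenitor cells. Poly(A) RNA was sequenced in 21 libraries, 3 on each of 7 days between day 0 and day 9. The deposited raw counts gave totals of 28562522 to 34400597 per library, and 16106 to 17799 genes had at least 10 counts in a library. The share of counts from mitochondrial genes ranged from 0.369% on day 6 to 3.81% in day 1 replicate 2. The 10 genes with the most counts took 2.53% to 4.75% of a library.

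Libraries of the same day were compared first. The chi-square per degree of freedom over genes with at least 20 counts in a pair ranged from 1.94 to 22.0, so no pair differed by counting noise alone. This does not tell separate cultures from repeat preparations, and the 3 libraries of a day were taken as replicates from the titles. The 2 highest values, 20.4 and 22.0, both belonged to pairs with day 4 replicate 3. Pairs with day 7 replicate 1 gave 19.5 and 18.0. The root-mean-square difference in log2 CPM between libraries of a day averaged 0.35 (day 3) to 0.44 (day 4). Between consecutive sampling days it was 1.22 ± 0.01 for day 1 against day 0, 1.42 ± 0.01 for day 3 against day 1, 0.69 ± 0.03 for day 4 against day 3, 1.19 ± 0.03 for day 6 against day 4, 0.86 ± 0.04 for day 7 against day 6 and 0.92 ± 0.02 for day 9 against day 7 (SD over the pairs of libraries). Day 9 differed from day 0 by 2.01 ± 0.01. Each of these distances exceeded the spread within the days compared. The first principal component held 48.0% of the variance, the second 24.0% and the third 9.39%, and the libraries fell into 7 groups by day. Every library had its highest mean rank correlation with the other libraries of its own day.

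**Figure D1:**
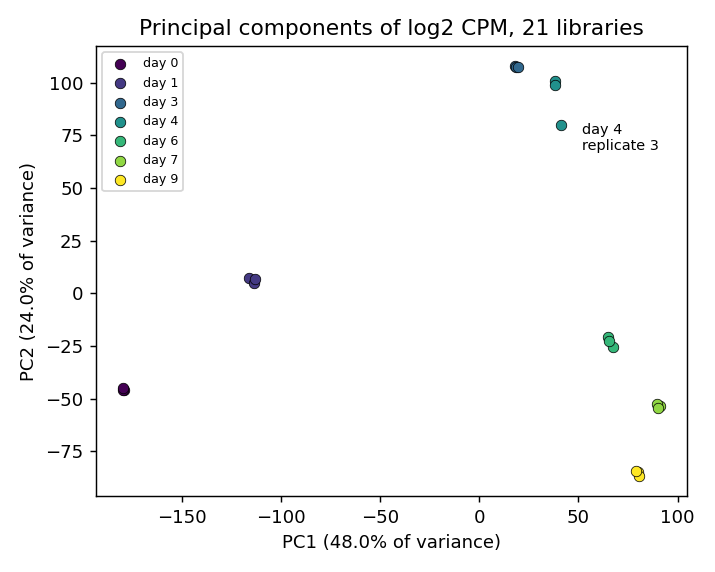
First and second principal components of log2 CPM over 20146 genes, with a point for each of the 21 libraries, coloured by day. Libraries of a day lie close together, except that day 4 replicate 3 sits at 80.0 on the second component, while the other 2 libraries of day 4 are at 99.1 or above.

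Day 4 replicate 3 also carried low counts of genes that were otherwise seen on later days. WT1 had 190 counts there, against 1 and 0 in the other 2 libraries of day 4, and PAX8 had 203, against 4 and 0. There were 44 genes at no more than 0.3 CPM in those 2 libraries and at least 10 CPM on day 9. All 44 were higher in replicate 3 than the mean of those 2, at a median of 1.63% of their day 9 level. The day 4 means of WT1, PAX8, EYA1, MEOX1, ITGA8 and MESP2 therefore rest mostly on this single library. That does not hold for every gene that rises later, as GDNF was at 1.66, 1.85 and 2.36 CPM in replicates 1, 2 and 3.

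**Figure D2:**
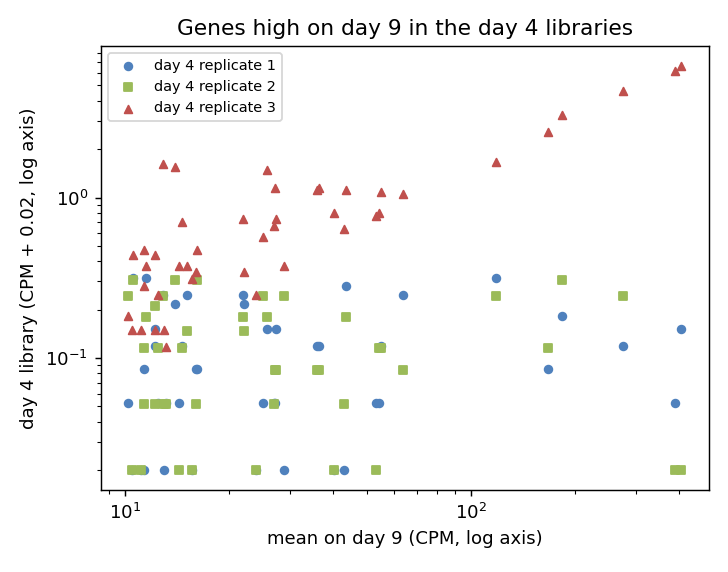
Level of 44 genes in each day 4 library (CPM plus 0.02, log axis) against their mean on day 9 (CPM, log axis), with a marker shape for each replicate. The points of replicate 3 rise with the day 9 level, at a rank correlation of 0.758 across genes, whereas the genes were chosen to be at most 0.3 CPM in replicates 1 and 2.

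To ask how much expression changed at each step, every sampling day was compared with the preceding one using edgeR's quasi-likelihood F test (two-sided) with Benjamini-Hochberg adjustment over 20146 genes. On day 1, 6002 genes were called against day 0, of which 3200 were higher and 2802 lower. On day 3, 6001 genes were called against day 1, with 2727 higher and 3274 lower. The step from day 3 to day 4 gave the fewest calls, 1869, with 899 higher and 970 lower, but 377 higher and 276 lower when at least 10 counts were required in every library. From day 4 to day 6, 4868 genes were called, and 3099 of them were lower. From day 6 to day 7, 3785 genes were called, and 2775 of them were higher. From day 7 to day 9 there were 3236 calls, with 1737 higher and 1499 lower. The steps span unequal times, so these counts are not rates. The alternative that raised the counts most was dropping the fold cut-off, with 8747 genes at an adjusted p under 0.05 for day 4 against day 3. Scaling by library size alone moved the split for day 1 against day 0 from 53.3% higher to 63.4% higher, where TMM shifted the comparison by 0.18 log2 units against library size. Other settings moved it the other way, to 49.0% higher with DESeq2's size factors in edgeR (2932 higher, 3047 lower), 48.7% with DESeq2, 49.7% with no filter and 49.7% when testing against a log2 fold change of 1. Which direction held more genes at this step thus depends on the scaling, the filter and the cut-off.

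Replicate numbers were then used as a block. The block gave 5999 genes for day 1 against day 0, 5983 for day 3 against day 1, 1843 for day 4 against day 3, 4838 for day 6 against day 4, 3775 for day 7 against day 6, 3216 for day 9 against day 7 and 9992 for day 9 against day 0, where the fits without it gave 6002, 6001, 1869, 4868, 3785, 3236 and 10004. Deviations of same-numbered libraries from their day means had a mean correlation of -0.00449 over all days, and from -0.0555 to 0.0701 in single comparisons, so the replicate numbers carried no measurable pairing. With the block, 15905 genes changed across days, 2606 were transient and 27 markers were called between day 9 and day 0, against 15924, 2605 and 27 without it.

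**Figure D3:**
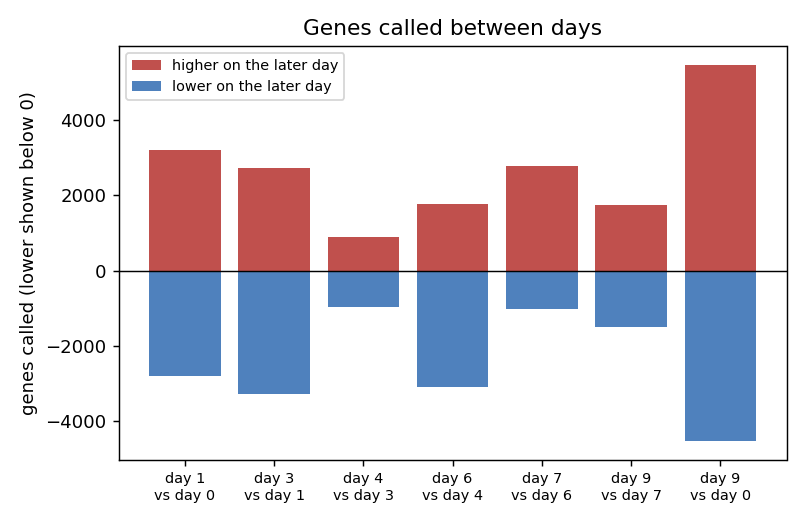
Number of genes called higher (bars above 0) or lower (bars below 0) on the later day of each comparison, by edgeR. Day 4 against day 3 has the fewest calls, 1869, and day 9 against day 0 the most, 10004.

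The genes with the largest changes differed from step to step. Positions below are from GENCODE release 29 on GRCh38. EVX1, a protein-coding gene on chromosome 7 (27242700 to 27250493), rose from 0.102 ± 0.145 CPM on day 0 to 89.2 ± 3.03 CPM on day 1 (SD, n = 3), a log2 fold change of 9.70 (SE 0.28, edgeR adjusted p 3.43e-20). CYP26A1 on chromosome 10 (93073475 to 93077890) fell by 9.63 log2 units in the same step (SE 0.17, edgeR adjusted p 1.11e-24). Its level went from 97.1 ± 3.33 to 0.118 ± 0.0479 CPM. On the lower day EVX1 had at most 7 counts in a library and CYP26A1 at most 5. Both SEs therefore understate the uncertainty of the fold change. On day 3, HOXC8 (chromosome 12, 54009106 to 54012362) was at least 105-fold higher than on day 1, where it had no count, and HES3 (chromosome 1, 6244192 to 6245578) was at least 408-fold lower. From day 3 to day 4, IGF2 (chromosome 11, 2129112 to 2149603) rose from 17.3 ± 1.16 to 575.4 ± 109.1 CPM, a log2 fold change of 5.05 (SE 0.12, edgeR adjusted p 1.72e-20). KDR (chromosome 4, 55078259 to 55125595) fell by 4.69 log2 units (SE 0.22, edgeR adjusted p 4.33e-15). On day 4, replicate 3 was the highest library for both, at 701.0 CPM for IGF2 against 504.3 and 521.0, and at 3.21 CPM for KDR against 0.620 and 0.639. From day 4 to day 6, MESP2 (chromosome 15, 89760591 to 89778754) rose by 7.64 log2 units (SE 0.35, edgeR adjusted p 3.65e-16). Its only day 4 counts, 7, were in replicate 3. FGF19 (chromosome 11, 69698232 to 69704642) fell by 8.62 log2 units (SE 0.15, edgeR adjusted p 3.34e-24), with at most 6 counts in a day 6 library. The SEs of MESP2 and FGF19 likewise understate the uncertainty.

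From day 6 to day 7, PAX8 (chromosome 2, 113215997 to 113278950) rose from 2.60 ± 0.427 to 63.7 ± 4.56 CPM, a log2 fold change of 4.62 (SE 0.41, edgeR adjusted p 5.35e-10). ITGA8 (chromosome 10, 15513949 to 15720125) rose from 4.86 ± 0.317 to 99.7 ± 3.96 CPM. CHAC1 (chromosome 15, 40952962 to 40956519) and ATF5 (chromosome 19, 49928702 to 49933935) fell by 4.18 and 3.37 log2 units. From day 7 to day 9, PDZRN4 (chromosome 12, 41188448 to 41574724) was at least 229.5-fold higher, and PCDH8 (chromosome 13, 52842889 to 52848641) fell by 6.25 log2 units (SE 0.37, edgeR adjusted p 2.30e-13).

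Over the whole course, day 9 against day 0 gave 10004 called genes, which is 49.7% of those tested, with 5475 higher and 4529 lower. Their samples did not overlap between the 2 days for 9877 of the calls. Among all tested genes 84.3% did not overlap, where chance gives 10% for 3 against 3. TMM shifted this comparison by 0.27 log2 units against scaling by library size, and by library size alone 6588 genes were higher and 3677 lower, or 64.2% higher against 54.7% with TMM. The largest changes were in C1QTNF7 (chromosome 4, 15339818 to 15446166), at least 370.0-fold higher on day 9, and in LINC00678 (chromosome 11, 27617626 to 27634627) and TDGF1 (chromosome 3, 46574534 to 46582463), which were at least 2760-fold and 4405-fold lower.

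The test across all 7 days, which does not depend on a choice of pair, called 15924 genes, or 79.0% of those tested. Consecutive comparisons called 12198 genes at least once, and 4027 of these were not called between day 9 and day 0. A further 1833 genes were called only between day 9 and day 0, and 53 were called at all 6 steps. Of the 3200 genes higher on day 1 than on day 0, 697 were lower again on day 3 than on day 1. By the definition of transient genes, 2605 rose on an intermediate day and fell again, with 567 highest on day 1, 820 on day 3, 545 on day 4, 289 on day 6 and 384 on day 7. The largest excess at day 1 belonged to EVX1 and to TBXT (listed as T, chromosome 6, 166157656 to 166168700), which was 0.525 ± 0.354 CPM on day 0, 358.6 ± 6.06 on day 1 and 0.285 ± 0.119 on day 9. KRT71 reached 32.0 ± 1.81 CPM on day 3 and was 0.721 ± 0.274 CPM on day 4. MUCL1 and FGF17 were highest on day 4, at 133.3 ± 12.5 and 386.6 ± 60.7 CPM, although FGF17 was already at 355.2 ± 21.5 CPM on day 3. RIPPLY1 and PCDH8 were highest on day 6, at 124.4 ± 12.1 and 154.3 ± 7.93 CPM. FSTL5 and FMOD were highest on day 7, at 10.6 ± 0.546 and 111.2 ± 7.99 CPM.

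Of 35 listed marker genes, 33 passed the filter and all 33 changed across days. Between day 9 and day 0, 27 were called, 17 higher and 10 lower, and adjustment over the list alone also gave 27. All 6 pluripotency genes were lower. POU5F1 (chromosome 6, 31164337 to 31180731) fell from 567.9 ± 20.0 CPM on day 0 to 17.0 ± 0.594 on day 3 and 0.242 ± 0.0691 on day 9. From day 0 to day 9 its log2 fold change was -11.18 (SE 0.14, edgeR adjusted p 1.04e-27). It had at most 10 counts in a day 9 library, so this SE understates the uncertainty. LIN28A fell by 2.25 log2 units, the smallest fall of the 6. Of the primitive streak and early mesoderm genes, MIXL1 was highest on day 3, at 503.2 ± 9.79 CPM, and TBX6 reached 201.1 ± 10.2 CPM on day 3 and 2.36 ± 0.402 on day 9. EOMES was 183.3 ± 4.26 CPM on day 1 and 0.260 ± 0.0872 on day 3.

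All 5 tested intermediate mesoderm genes were higher on day 9 than on day 0. WT1 (chromosome 11, 32387775 to 32435630) rose from 0.167 ± 0.0429 to 389.3 ± 10.4 CPM, a log2 fold change of 11.15 (SE 0.59, edgeR adjusted p 2.94e-15). PAX2 (chromosome 10, 100735603 to 100829941) was 7.25 ± 0.365 CPM on day 3, 8.50 ± 1.49 on day 4, 0.302 ± 0.0299 on day 6 and 49.3 ± 4.66 on day 9. OSR1 rose to 25.8 ± 1.83 CPM by day 3 and 68.2 ± 3.33 by day 9. LHX1 stayed under 1 CPM through day 7 and was 7.02 ± 0.454 CPM on day 9. HOXD11 had at most 1 count in any library and was not detectable at this depth. Of the nephron progenitor genes, 6 of 7 were called higher on day 9. EYA1 was highest on day 6, at 321.3 ± 9.72 CPM, and was 298.0 ± 4.21 CPM on day 9. Its day 7 level, 294.3 ± 3.80 CPM, did not differ detectably from day 6 (edgeR adjusted p 0.733). SIX2 (chromosome 2, 45005161 to 45009430) was 0.383 ± 0.0160 CPM on day 6, 1.91 ± 0.121 on day 7 and 15.7 ± 1.15 on day 9, a log2 fold change over day 0 of 4.81 (SE 0.24, edgeR adjusted p 6.58e-16). SALL1 rose by 0.63 log2 units from day 0 to day 9, under the fold cut-off, and was highest on day 6. Among the other lineages, 5 of 10 tested genes were called higher on day 9 than on day 0 and 3 lower. Of these, FOXF1 (0.0255 to 0.515 CPM), HAND1 (0.0514 to 0.316 CPM) and FOXA2 (0.166 to 0.0102 CPM) lay under 1 CPM on both days. The other called genes exceeded 1 CPM on the higher day. GATA3 was highest on day 9, with a log2 fold change over day 0 of 3.47 (SE 0.20, edgeR adjusted p 1.44e-14), and FOXD1 was highest on day 6 and 3.14 log2 units above day 0 on day 9 (SE 0.22, edgeR adjusted p 1.03e-12). MEOX1 and TCF15 were highest on day 6, at 402.1 ± 15.3 and 104.7 ± 6.99 CPM. FOXF1 was highest on day 3. With DESeq2, WT1, EYA1 and MEOX1 were among the genes with no adjusted p, because its Cook's distance cut-off removed them, and the marker count was 23.

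**Figure D4:**
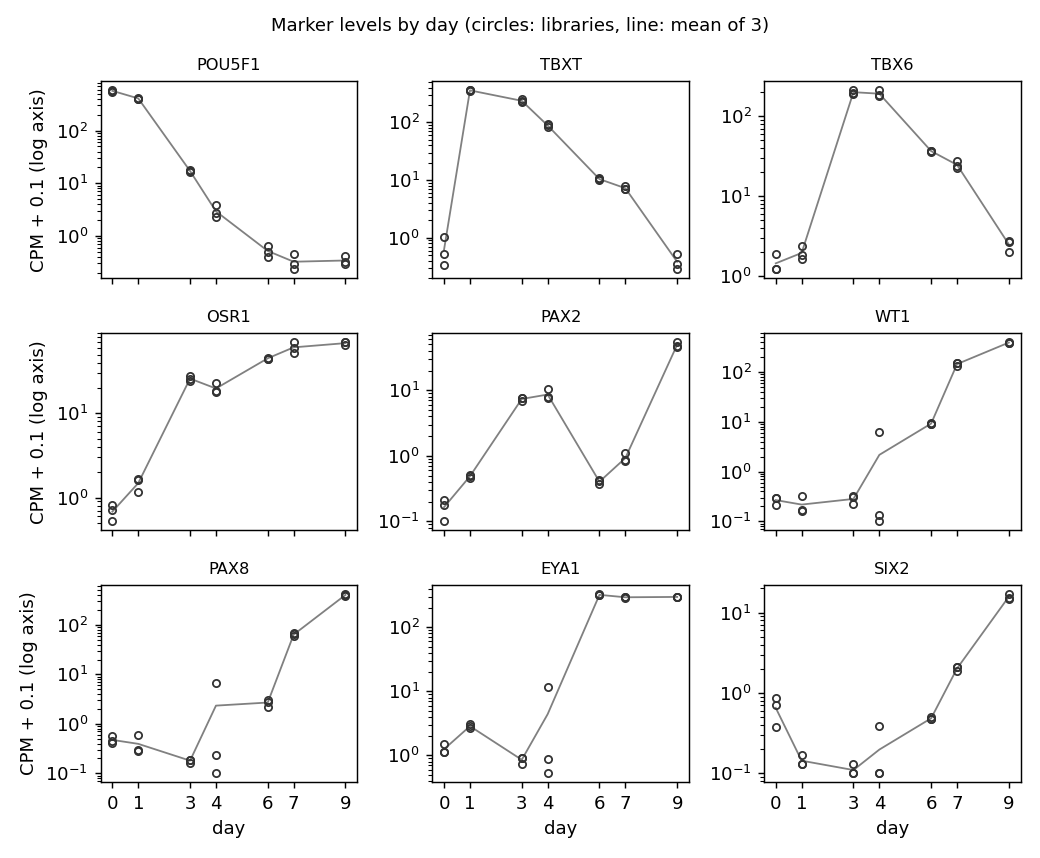
Level of 9 marker genes by day (CPM plus 0.1, log axis), with a circle for each library and a line through the mean of 3. POU5F1 falls from day 0, TBXT and TBX6 peak on days 1 and 3, PAX2 dips on day 6 at 0.302 CPM, and the day 4 circles of WT1, PAX8, EYA1 and SIX2 are spread because replicate 3 lies above the other 2 libraries.

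The order in which HOX genes appeared was compared with their position in the clusters. Of 39 protein-coding HOX genes, 28 reached 1 CPM in at least 2 libraries of a day. These were all 27 genes of paralog groups 1 to 9 and 1 of the 12 genes of groups 10 to 13. Onset was on day 1 for 5 genes, on day 3 for 21 and on day 6 for 2, so there were only 3 distinct onset days. Across these 28 genes, which are not independent replicates, Spearman's rho between paralog number and onset day was 0.333 (two-sided permutation test, p = 0.0838). The relation did not pass 0.05. Ranking the 11 genes that never reached onset after day 9 moved it most, to a rho of 0.710. HOXA13 was the only gene of groups 10 to 13 with an onset. It had no count on day 0, 64 to 80 counts on day 1 (2.29 ± 0.199 CPM, n = 3), 20 to 32 on day 3 and at most 2 from day 4 on. HOXB13 did not reach the onset level but was also highest on day 1, with 18 to 32 counts (0.754 ± 0.247 CPM), and had 2 to 8 on day 0 and 15 to 20 on day 3. The other 10 genes of these groups had at most 17 counts in any library.

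**Figure D5:**
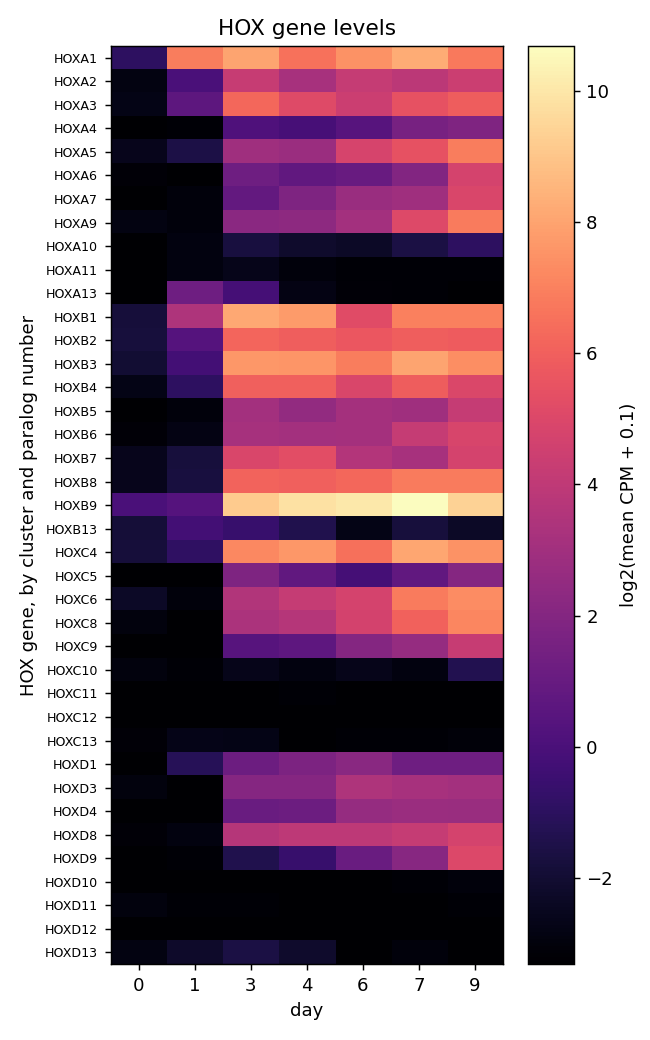
Mean level of 39 HOX genes, ordered by cluster and paralog number, on each day, coloured by log2 of the mean CPM of 3 libraries plus 0.1. Most genes of paralog groups 1 to 9 are dark on day 0 and bright from day 3, whereas groups 10 to 13 stay dark apart from HOXA13 on day 1, at 2.29 CPM.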

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

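In this part, library size alone, the GC and length correction and DESeq2 with no Cook's distance cut-off were chosen only after the results were seen. The 7 counts of genes called between days, the count across days, the transient count, and the marker count were recomputed under the alternatives that apply to each. Comparing the 2 days alone and testing against a log2 fold change of 1 give no count across days or of transient genes. The HOX relation was recomputed only under other onset rules, without TMM factors, with thinned libraries and without each replicate. DESeq2's size factors in edgeR, no filter, DESeq2, the replicate block, thinning, limma and the 2 days alone each kept these counts within 1.5 times the main value. So did library size alone, the GC and length correction with and without the block, and DESeq2 with no Cook's distance cut-off. A count within that range does not say that the genes were the same. Under the GC and length correction, 5662 of 6002, 5601 of 6001, 1630 of 1869, 4656 of 4868, 3379 of 3785, 2868 of 3236 and 9580 of 10004 calls were shared with the fit without it, in the order of the comparisons with day 9 against day 0 last.

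Requiring at least 10 counts in every library left 13582 genes and 12 markers, since it removes any gene that is off on some day. The counts were then 2908, 2804, 653, 2351, 1616 and 1282 for the consecutive comparisons in order (for day 4 against day 3, 377 higher and 276 lower), 5436 for day 9 against day 0, 9724 across days, 1059 transient genes and 9 markers. Testing against a log2 fold change of 1 gave 3908 genes for day 1 against day 0, 653 for day 4 against day 3 (269 higher, 384 lower), 3030 for day 6 against day 4, 1549 for day 7 against day 6 and 1690 for day 9 against day 7, while day 3 against day 1 (4203) and day 9 against day 0 (8292) stayed within 1.5 times. An adjusted p under 0.05 alone gave 13857, 13995, 8747, 12901, 12559 and 11208 genes, then 16594 for day 9 against day 0 and 8004 transient genes. At least 2 log2 units left 9303 genes across days and 978 transient genes. These 3 settings change what counts as a call, so the counts follow the cut-off.

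Across the fits that each left out a library, the counts ran from 5822 to 5941 for day 1 against day 0, from 5834 to 5937 for day 3 against day 1, from 1738 to 1924 for day 4 against day 3, from 4635 to 4856 for day 6 against day 4, from 3462 to 3825 for day 7 against day 6, from 3086 to 3265 for day 9 against day 7 and from 9835 to 10012 for day 9 against day 0. They ran from 15822 to 16008 across days, from 2491 to 2608 for transient genes and from 27 to 28 for markers. The HOX rho ran from 0.327 to 0.333 without replicate 1, 2 or 3 of every day.

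The HOX relation passed 0.05 under 3 onset rules: at 5 CPM the rho was 0.486 (permutation p 0.0163, 24 genes), at 10% of the highest day mean 0.431 (p 0.0229), and with genes that never appear ranked last 0.710 (p 1e-05, the smallest that the permutations can give). The other settings of the rule gave p from 0.0838 to 0.214. The main test leaves out the 11 genes that never reached onset, all among the 12 of groups 10 to 13. It therefore speaks only to the order among genes that did appear. Whether paralog number and onset are related thus depends on the onset rule and on keeping those 11 genes, and the cause was not tested.

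Among 61 values of named genes, the leave-one-out fits changed the call of 5 of 366 comparisons, all from not called to called. The other alternatives changed 11 of 687, of which 4 were weaker, 5 stronger and 2 reversed. The 2 that reversed were MIXL1 and TCF15 under library size alone, with log2 fold changes between day 9 and day 0 of 0.10 and 0.0468 (main: -0.17 and -0.22), neither of them called. The 4 weaker ones were all in DESeq2, WT1, EYA1 and MEOX1 among them. There the cause is visible: of the 10 genes that its Cook's distance cut-off removed, all 10 had their largest distance in day 4 replicate 3, and with no such cut-off the marker count rose from 23 to 27.

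Other splits of the same libraries were also tested. For each comparison of 2 days, 4 of the 10 splits of the 6 libraries part all 3 same-numbered pairs, and only 1 of these 4, the real split, gave as many genes. With 4 such splits the share cannot fall under 0.05, so this test alone cannot tell any of these 8 results apart from a grouping by chance. The other 3 gave 0 called genes, as did the 6 splits that part fewer pairs. At an unadjusted p under 0.05 the 9 splits other than the real one gave between 24 and 348 genes, against 9554 to 16912 in the real splits, and for the marker count 0 to 1 against 30. With day labels permuted within replicate number, 1 of 50 draws, the real one, gave as many genes across days, and the other 49 gave at most 2071. The same held for transient genes, where 1 of 50 draws reached 2605 and the others at most 436.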

Other observations

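All tests in this part were chosen after the patterns had been seen.

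Day 4 replicate 3 held low levels of many genes of later days. Over 44 genes that were near absent in the other 2 libraries of day 4 and at least 10 CPM on day 9, all 44 were higher in replicate 3 than the mean of those 2, with a median of 19.5 counts and 1.63% of the day 9 level (quartiles 1.22% and 2.25%). A candidate explanation is that material of later days was mixed into this library or culture. Shares of days 6, 7 and 9 fitted on a random part of these genes were 2.06%, 0.426% and 1.46%, and they ranked the levels of the 23 held-out genes with a rho of 0.944, at a median of 0.965 times the predicted level. Misassignment of reads throughout the run would put a share of every gene of other days into all libraries, so no such gene could be lower than that share. The bound by the 10 lowest genes was taken for the day, not adjacent, with the lowest value. Material of that day was bounded at 0.145% or less in each of the other 20 libraries. Day 4 replicate 3 was itself at 0.0818% by this measure, for day 0, so the measure does not set it apart. For day 9 alone the bound was at most 0.158% on days 0 to 3 and 0.0905% and 0.124% in the other 2 libraries of day 4, against 1.65% in replicate 3. On day 6 it was 1.77% to 1.86%, where genes of day 9 may be expressed, so it excludes little there. The bound was also loose for day 3 on day 6 (1.33% to 1.45%) and for day 6 on day 9 (3.19% to 3.24%). On day 7 it was 1.40% to 1.53% for day 3 and 1.20% to 1.30% for day 4. The remaining values in the other 20 libraries were at most 0.492%. The excess over libraries of the same day cannot see material that all 3 share. In the other 20 libraries that excess had, over 81 values for days not adjacent in the sampling, a median of 0 and a maximum of 0.289%. In day 4 replicate 3 the value was 1.63% for day 9 and 4.60% for day 7 (25 genes), and for day 6, which is adjacent, 2.02% (19 genes). A culture that was ahead as a whole would lack genes that appear only after day 7. The 5 genes at most 0.3 CPM on days 6 and 7 were all higher in replicate 3, at a median of 10 counts and 0.949% of their day 9 level. The 27 genes at least 4 times higher on day 9 than on days 6 and 7 were at 1.40%. Both cut-offs allow levels about this low on days 6 and 7, so neither set can tell a culture that was ahead from added material. GC content and gene length gave these genes a factor of at most 1.15-fold (43 of 44 genes had a value). The library had a mean rank correlation of 0.992 with the other 2 of day 4 and 0.978 with day 3, the next best, which goes against a swapped sample. Genes of day 1 that were at least 4 times lower on days 6 to 9 showed a small excess, 0.202% of the day 1 level. Of these 62 genes, 49 were higher. Replicates 1 and 2 gave -0.107% and 0%, over 46 and 47 genes. Each of them was measured against replicate 3 as well, so they are not an independent baseline. Genes of day 0 chosen in the same way gave 0.0694% in replicate 3, with 73 of 112 higher. Such excesses are too small to separate added material from a few cells of that culture that were further along. Both explanations remain open, as does whether cells, RNA or library were mixed. H19, chosen after its values were seen, had 18574 counts in this library and 8734 and 9210 in the other 2.

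Replicates of a day differed along GC content and gene length. Across 12522 genes, a library's deviation from its day mean was set against GC content. The rank correlation was -0.655, -0.580 and 0.727 in the 3 libraries of day 4 and -0.720, 0.334 and 0.662 in those of day 7. Deviations within a day cancel out, so a single deviant library gives the others an opposite trend. On day 4, replicates 1 and 2 had a chi-square per degree of freedom of 2.63, against 20.4 and 22.0 with replicate 3. These correlations are therefore not separate biases of each library. A trend in GC content and length fitted on a random part of the genes explained 54.5% of the variance of the deviations in 6275 held-out genes for day 7 replicate 1, where it was highest, and 0.526% for day 0 replicate 2, where it was lowest. This is consistent with a bias of library preparation or sequencing. After thinning to equal totals the correlation in day 7 replicate 1 was -0.718, but the totals differ too little for thinning to move it, so this test cannot tell whether library size plays a part. No biological explanation was tested. The labels give no batch, so the trend cannot be assigned to one. Fold changes also had a rank correlation with GC content, of 0.344 for day 4 against day 3 and 0.318 for day 9 against day 7. It was -0.184 for day 3 against day 1 and between -0.0754 and 0.0281 for the other 4 comparisons. Whether it reflects the same trend or a change in expression was not tested. The correlation with gene length was 0.256 for day 7 against day 6 and smaller in size for the others. Under the correction, which is built to remove such a trend, the correlations with GC content of day 4 against day 3 and day 9 against day 7 were -0.0224 and 0.0353, and the correlation with length of day 7 against day 6 was 0.0199. The lowest share of calls kept was then 87.2%, for day 4 against day 3, and 85.9% with the replicate block added. It was 89.3% for day 7 against day 6 and 88.6% for day 9 against day 7. For these 3 comparisons, most calls therefore do not need the part of the trend that GC content and length capture. A bias along other features was not tested.

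H19 rose from 129 to 172 counts on day 0 to 382597 to 447548 on day 9, where it took 1.30% to 1.54% of all counts in a library. IGF2, its neighbour on chromosome 11, was among the largest rises between days 3 and 4. XIST, also chosen after its values were seen, had 56 to 415 counts per library.

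In the deposited tables, 27 gene names have the form of a date, such as a number followed by a month, and 24 of them are among the genes tested. Genes matched by name in these tables would be missed for those, and the Ensembl IDs were used here in their place.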
